# Identification of Differential Gene Expression Pattern in Lens Epithelial Cells Derived from Cataractous and Noncataractous Lenses of Shumiya Cataract Rat

**DOI:** 10.1155/2020/7319590

**Published:** 2020-11-02

**Authors:** Hidetoshi Ishida, Teppei Shibata, Yuka Nakamura, Yasuhito Ishigaki, Dhirendra P. Singh, Hiroshi Sasaki, Eri Kubo

## Abstract

The Shumiya cataract rat (SCR) is a model for hereditary cataract. Two-thirds of these rats develop lens opacity within 10-11 weeks. Onset of cataract is attributed to the synergetic effect of lanosterol synthase (Lss) and farnesyl-diphosphate farnesyltransferase 1 (Fdft1) mutant alleles that lead to cholesterol deficiency in the lenses, which in turn adversely affects lens biology including the growth and differentiation of lens epithelial cells (LECs). Nevertheless, the molecular events and changes in gene expression associated with the onset of lens opacity in SCR are poorly understood. In the present study, a microarray-based approach was employed to analyze comparative gene expression changes in LECs isolated from the precataractous and cataractous stages of lenses of 5-week-old SCRs. The changes in gene expression observed in microarray results in the LECs were further validated using real-time reverse transcribed quantitative PCR (RT-qPCR) in 5-, 8-, and 10-week-old SCRs. A mild posterior and cortical opacity was observed in 5-week-old rats. Expressions of approximately 100 genes, including the major intrinsic protein of the lens fiber (*Mip* and Aquaporin 0), deoxyribonuclease II beta (*Dnase2B*), heat shock protein B1 (*HspB1*), and crystallin *γ* (*γCry*) B, C, and F, were found to be significantly downregulated (0.07-0.5-fold) in rat LECs derived from cataract lenses compared to that in noncataractous lenses (control). Thus, our study was aimed at identifying the gene expression patterns during cataract formation in SCRs, which may be responsible for cataractogenesis in SCR. We proposed that cataracts in SCR are associated with reduced expression of these lens genes that have been reported to be related with lens fiber differentiation. Our findings may have wider implications in understanding the effect of cholesterol deficiency and the role of cholesterol-lowering therapeutics on cataractogenesis.

## 1. Introduction

Age-related eye disease is a serious public health issue, and age-related cataract is the leading cause of blindness worldwide [1]. Currently, surgery is the only treatment for cataract. It has been reported that if the progression of cataract is delayed by 10 years, the huge expense associated with surgical intervention can be reduced [2]. Cataracts are caused by the degeneration of the lens protein called crystallin. Lenses have almost no protein turnover and are therefore susceptible to ultraviolet rays, oxidative stress, and glycative stress. These stressors damage protein integrity and function leading to denaturation and aggregation of lens protein, which in turn results in lens opacification [3, 4]. Recent studies have shown that oxidative stress controls various cellular processes associated with cell survival, such as cell proliferation, differentiation, aging, and cell death. It promotes cell apoptosis and senescence and is also associated with many diseases [5, 6]. Oxidative stress and reactive oxygen species (ROS) are a major cause of age-related eye diseases, and diets rich in fruits, vegetables, vitamin C, zeaxanthin, lutein, and multivitamin-mineral supplements are recommended for preventing cataracts and age-related macular degeneration [7–10]. Moreover, several risk factors such as advancing age, genetic predisposition, oxidative stress, and external and internal factors acting adversely on lens homeostasis have been implicated to contribute to the etiology of cataract formation.

Cataracts are suggested to be a multifactorial disease associated with multiple etiological factors. To understand the molecular mechanism underlying cataract formation, animal models are a prerequisite. Shumiya cataract rats (SCRs) have been used as a model to study congenital cataract, exploring the initiation and development of the disease [7–9]. Lens opacity is observed in 66.7% of SCRs [10]. Onset of mature cataract in SCR occurs at around 10-11 weeks of age [10]. The vertebrate lens has a single layer of epithelial cells on its anterior surface. These cells are metabolic engines of lens and are responsible for maintaining its homeostasis and transparency. Any damage to lens epithelial cells (LECs) leads to cataractogenesis. Malfunction and aberrant differentiation of LECs contribute to cataractogenesis in SCRs [11]. Another interesting aspect is that the onset of cataract occurs in the lens epithelium in various types of cataract, such as selenite-induced cataract, UV-exposed cataract (*in vitro*), diabetic cataracts in rats, and noncongenital cataracts in humans [12–16]. The SCR is a model for hereditary cataract, but it also displays the features of oxidative stress-induced cataracts as its onset could be delayed by the administration of antioxidants [7]. Moreover, the genetic basis of cataractogenesis in SCRs is associated with the combination of lanosterol synthase (*Lss*) and farnesyl diphosphate farnesyl transferase 1 (*Fdft1*) mutant alleles in the cholesterol biosynthesis pathway, lowering cholesterol levels in SCR lenses [16]. A previous study showed that inhibition of cholesterol synthesis inhibits cell proliferation in lens epithelial cells (LECs) [17], implicating that adequate cholesterol synthesis is required for maintaining the integrity and function of LECs, which in turn maintains normal lens biology and homeostasis. It has been found that mutations in *Lss* are one of the causes for the onset of human congenital cataracts [18, 19]. Furthermore, lenses treated with lanosterol showed decreased opacity and increased transparency in the case of canine cataracts and reversed the aggregation of crystallin *in vitro* [18]. Hence, SCR is an appropriate model to study the mechanism underlying cataract formation and could help in the development of drugs for the treatment of cataracts.

In this study, we investigated the gene expression changes in LECs of SCRs to analyze the mechanism underlying cataract formation and its association with *Lss* mutation and cholesterol deficiency. A comprehensive analysis of gene expression changes in LECs from SCRs was analyzed using DNA microarray analysis to identify genes associated with cholesterol deficiency for the purpose of screening. Our study may identify the various genes contributing to the onset of congenital cataracts due to cholesterol deficiency. The outcomes of this study could contribute to the development of various therapeutic strategies to treat cataracts.

## 2. Materials and Methods

### 2.1. Animals

All animal experiments were approved by the Committee of Animal Research at Kanazawa Medical University (Permission no. 2017-107) and were conducted in accordance with the Guide for the Care and Use of Laboratory Animals implemented by the National Institutes of Health, the recommendations of the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research, and the Institutional Guidelines for Laboratory Animals of Kanazawa Medical University. SCRs (SCR/Sscr: NBRP Rat No: 0823) were obtained from the National BioResource Project-Rat, Kyoto University (Kyoto, Japan).

We used 5-, 8- and 10-week-old SCRs in this study. Since mature cataracts develop in SCR after 11 weeks of age, rats with precataracts and mild to moderate cataracts were selected (5-10 weeks old). All rats were provided ad libitum access to regular or experimental chow (Sankyo Labo Service, Tokyo, Japan). The animals were sacrificed by administration of a lethal dose of CO_2_. Cataract onset in SCR was uniquely regulated by a specific combination of different mutant (*Lss*^l^) and polymorphic alleles (*Lss*^s^) on the Lss locus [16]. The prerequisite for cataract onset was the *Lss*^s^/*Lss*^l^ genotype, which reduced LSS activity below the threshold that is about 12% of normal [16]. Lens opacity in SCR appears spontaneously at 9-11 weeks of age in 2/3 of animals (*Lss*^s^/*Lss*^l^). In 1/3 of SCR (*Lss*^s^/*Lss*^s^), no cataractous changes appeared even after 11 weeks of age. SCRs having Lss^l^/Lss^l^ are embryonically lethal. Therefore, the rats were divided into two groups, i.e., control (*Lss*^s^/*Lss*^s^; Cat-) and cataractous (*Lss*^s^/*Lss*^l^; Cat+). Cat+ and Cat- SCRs were distinguished via PCR using genomic DNA isolated from the tails of 4-week-old rats. The amplified products were then separated on a 15% gel via polyacrylamide gel electrophoresis (PAGE) to detect *Lss* mutation (*Lss*^s^/*Lss*^s^ or *Lss*^s^/Lss^l^) as reported in a previous study of ours [20]. The sequences of primers used to detect *Lss* mutation were as follows: 5′-GCACACTGGACTGTGGCTGG-3′ and 5′-GCCACAGCATTGTAGAGTCGCT-3′.

### 2.2. RNA Extraction

Total RNA from each LEC sample obtained from SCR was extracted using the miRNeasy Micro Kit (Qiagen, Valencia, CA) following the manufacturer's protocol. Since RNA is extremely susceptible to degradation due to the ubiquitous presence of RNAses in the environment, purity and integrity of RNA were examined and validated as previously described [21]. Quality of total RNA was analyzed by evaluating the RNA integrity number (RIN) using Bioanalyzer RNA analysis (Agilent Technologies Japan Ltd., Tokyo, Japan). All RNA samples showed RIN > 9.0. In this study, we used LECs from SCR, because quality of total RNA obtained from whole lens in Cat+ SCR was poor showing RIN < 7.0.

### 2.3. Microarray Analysis

Cataracts as well as *Lss*-mutation-related genes were screened by microarray analysis using LEC samples from SCR as follows. Total RNAs from each LEC sample obtained from 2 eyes of 5-week-old Cat+ SCR with *Lss^s^/Lss^l^* or Cat- SCRs with *Lss^s^/Lss^s^* as the control were used for the microarray analysis (*n* = 1, each). All samples were processed for the microarray analysis as follows: for RNA labeling and hybridization, GeneChip™ WT Pico Reagent Kit (Applied Biosystems, Thermo Fisher Scientific, Tokyo, Japan) and GeneChip® Rat gene 2.0 ST array (Affymetrix, Thermo Fisher Scientific) were used according to the manufacturer's protocol. Washing, scanning of the arrays, and analysis of scanned images were performed according to manufacturer's instructions. Each chip was normalized by dividing the measurement of each gene by the measurement of the specific control or by average intensity in the single array. Normalized data were exported for subsequent analysis. Genes with a normalized ratio > 2.0‐fold or <0.5-fold were selected as significant genes using the GeneSpring software package version 14.9 (Agilent). A Gene Ontology (GO) analysis was conducted using the DAVID database (https://david.ncifcrf.gov/) for the 110 downregulated genes in LECs of SCR Cat+.

### 2.4. Real-Time Reverse Transcriptase-Quantitative PCR (RT-qPCR)

Total RNAs from each LEC sample obtained from 5-, 8-, and 10-week-old Cat+ SCR with *Lss^s^/Lss^l^* and Cat- SCRs with *Lss^s^/Lss^s^* as the control were used for the microarray analysis (*n* = 3, each). To measure the expression of rat deoxyribonuclease II beta (Dnase2B), heat shock protein B1 (*HspB1*), major intrinsic protein of lens (*Mip*), crystallin, gamma D (*CryγD*), heat shock transcription factor 4 (*Hsf4*), lengsin (*Lgsn*), and tudor domain containing 7 (*Tdrd7*) mRNAs, we conducted a relative quantification of mRNA using Prism 7300 (Applied Biosystems, Thermo Fisher Scientific). The comparative Ct method was used for relative quantification of mRNA expression. The PCR amplification was performed with the TaqMan Universal PCR Master Mix. The probe mix containing the primers for *Dnase2B*, *HspB1, γCry,* and *Mip* was obtained from Thermo Fisher Scientific. All reactions were performed in triplicates. Differential expression for each gene was calculated using the comparative CT method using a predeveloped TaqMan Ribosomal RNA Control Reagent VIC probe as an endogenous control (Thermo Fisher Scientific).

### 2.5. Statistical Analysis

The statistical analysis was performed for all experiments using Student's *t*-test and/or one-way analysis of variance (ANOVA), as applicable. The data were presented as the mean ± standard deviation (SD). A significant difference between the control and treatment group was defined as a *p* value < 0.05 for two or more independent experiments.

## 3. Results

### 3.1. Lens Morphology in 5- and 10-Week-Old SCRs

In Cat- SCR, the lens was clear, at 5 and 10 weeks of age, but in the case of Cat + SCR, a mild posterior and cortical opacity was observed at 5 weeks of age, and severe cortical and nuclear opacity was observed at age 10 weeks (Figure 1).

### 3.2. Analysis of Gene Expression Profile

As described in Materials and Methods, LECs from, 5-week-old Cat+ and Cat- SCR were used for microarray analysis (*n* = 1 in each group) to screen genes associated with cholesterol deficiency and cataracts. 

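Messenger RNA levels were measured in LECs of 5-week-old SCRs, a rat strain in which the allele combination at the *Lss* locus decides whether the lens turns opaque. The Cat- sample came from *Lss* s/*Lss* s rats, whose lenses stay clear, and the Cat+ sample from *Lss* s/*Lss* l rats. Each sample was the RNA of 2 eyes on 1 array, so there are no replicates, no value has an error between animals and no p-value is given. *Lss*, the enzyme that makes lanosterol, had a log2 signal of 6.46 in Cat- and 6.50 in Cat+, a fold change of 1.02. *Fdft1*, the squalene synthase gene that also carries SCR alleles, had log2 signals of 8.78 and 8.58, a fold change of 0.870. Genotype was set by PCR of tail DNA, and these signals do not check it. The GeneChip Rat Gene 2.0 ST array carries oligonucleotide probes spread along the exons of each transcript, and RNA was amplified and labelled with a kit for small inputs. The authors normalized each array on its own and deposited a log2 value for each of 29870 probe sets. The log2 signal had a median of 5.67 in Cat- and 5.69 in Cat+, and ran from 4.13 to 12.50 and from 4.13 to 12.56. Neither the background correction nor the way probes were combined is given in the sources used here, and the table has no detection calls. The 2 arrays had a correlation of r = 0.989 across probe sets, which are not independent replicates. The fold change is Cat+ over Cat-, with the study's size rule of under 0.5 or over 2, and no further normalization or filter was applied. Of the probe sets, 18511 name 1 gene, 575 name several and 10784 are unnamed in the annotation used here, which gave 18166 genes with 1 value each. In 291 genes with more than 1 probe set, the log2 differences of probe sets of the same gene had an SD of 0.17, a factor of 1.13; this covers probe sets, not animals. For a gene list, the median fold change was ranked among the medians of 10000 random lists of the same size and similar signal, as a description of these 2 arrays.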

The data for the microarray analysis was deposited to the Gene Expression Omnibus (GEO) database (Accession number: GSE152616). 

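In the Cat+ sample, 104 of 29870 probe sets had a fold change under 0.5. They comprised 56 that name 1 gene, 6 that name several genes and 42 that are unnamed in the annotation used here. Besides lens genes, the low genes included *Snhg11*, a noncoding host gene of small nucleolar RNAs, at 0.124, *Wnt7a*, a secreted Wnt ligand, at 0.284, and *Lpin1*, a phosphatidate phosphatase of lipid synthesis, at 0.302. *Fam89a* was at 0.272, *Cbln2*, a secreted synaptic organizer, at 0.273 and *Mall*, a membrane proteolipid, at 0.281. Of the 56 genes, 26 are named in the text or tables of the paper and 30 are not. The paper's supplements were not among the sources used here and may list these 30. Among those 30, named here after their values were seen, *Ndrg1*, a gene induced by hypoxia and differentiation, had a log2 signal of 11.32 in Cat- and 9.69 in Cat+, a fold change of 0.324. The calcium-binding proteins *S100a6*, *Pvalb* and *S100a4* had fold changes of 0.331, 0.418 and 0.479. *Fxyd6*, a regulator of the sodium pump, was at 0.392 and *Hopx*, an atypical homeodomain protein, at 0.436. A probe set that names more than 1 gene, also picked after its value was seen, carried *Lenep*, a lens epithelial protein gene, together with *Flad1*, and had a fold change of 0.415.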

First, with 28,407 genes on the array, 110 genes were detected that showed a fold change < 0.5 in the Cat+ group compared to those in Cat-, as shown in Figure 2. In the scatter plot, many genes were distributed in the lower part, and specifically, genes whose expression was downregulated could be detected using the scatter plot (Figure 2). 

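The spread was wider below than above. Toward lower signal in Cat+, 303 probe sets were more than 1.5-fold apart, and toward higher signal 141 were. At a fold change under 0.25 there were 12 probe sets, of which 11 name 1 gene. These 11 were *Lgsn*, *Clic5*, *Snhg11*, *Crygf*, *Cryge*, *Mip*, *Hspb1*, *Crygc*, *Dnase2b*, *Lctl* and *Bfsp1*, and no probe set was 3-fold higher in Cat+. Most of the array stayed close to the diagonal, with 90.2% of probe sets at a fold change within a factor of 1.25 of 1. Of 8 measured housekeeping genes, *Hprt1*, *Actb*, *Polr2a* and *Ywhaz* had fold changes of 1.04, 1.12, 1.01 and 1.07. The others spread wider, with *Rplp0*, a ribosomal protein gene, at 0.709, *Pgk1* at 0.819, *Tbp* at 1.29 and *B2m* at 1.40. Over all probe sets, the lowest 1% had a fold change under 0.666 and the highest 1% a fold change over 1.41.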

Fold changes (<0.5-fold) were observed in 20 top-ranked genes (Table 1) in the microarray analysis including *Dnase2B*, *HspB1, γCry*, *Mip*, beaded filament structural protein 1 (*Bfsp1*), and *Lgsn* that have been reported to be associated with cataract and lens development [22–27]. Additionally, *Hsf4*, *Tdrd7*, gap junction protein epsilon 1 (*Gje1*), beaded filament structural protein 2 (*Bfsp2*), and lens intrinsic membrane protein 2 (*Lim2*) which are also significantly reduced in the SCR lens (<0.5-fold) were linked to human or animal cataracts (Supplement 1) [27–33]. Furthermore, the expressions of six genes were upregulated (2.1- to 2.5-fold) in rat LECs from Cat+ compared to those from Cat-. 

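*Lgsn*, which encodes lengsin, a glutamine synthetase-like protein of lens fibers, had the lowest fold change of all 18166 genes. Its log2 signal was 10.33 in Cat- and 6.36 in Cat+ (probe set 17858112), a fold change of 0.0636. *Mip*, the fiber water channel, had log2 signals of 11.57 and 9.26, a fold change of 0.202. *Dnase2b*, the acid nuclease that degrades DNA when fiber nuclei are removed, had log2 signals of 7.70 in Cat- and 5.42 in Cat+, a fold change of 0.207. *Hspb1*, a small heat shock protein and chaperone, had log2 signals of 9.22 and 6.93, a fold change of 0.204. *Bfsp1*, the beaded filament protein filensin, and *Lctl*, a lactase-like protein found in lens, had fold changes of 0.231 and 0.227. Among 10 measured of 16 listed crystallins, the structural proteins of the lens, 4 had a fold change under 0.5 and none had one over 2. These were *Crygf* at 0.138, *Cryge* at 0.185, *Crygc* at 0.206 and *Crygb* at 0.276. *Cryab*, the alpha B crystallin that is also made by the epithelium, had log2 signals of 12.49 and 12.44, a fold change of 0.968; these signals lie near the array's highest value, and saturation of the probe set was not measured. The list had a median fold change of 0.605, below all of its random lists. Of its 10 genes, 4 are in Table 1, namely *Crygf*, *Cryge*, *Crygc* and *Crygd*. The paper's abstract also names *Crygb*, so all 4 crystallins under 0.5 were named by the study from these samples. Table 1 gives 21 gene symbols in 20 rows. Of its 20 genes measured here, 19 were under 0.5, a list chosen by the study on these samples. The exception was *Crygd*, which shares a row with *Cryge*. The symbol not measured, *Srd5a2*, is not named by the annotation used here. An unnamed probe set (17814100) had a fold change of 0.165, the value the paper gives for *Srd5a2*. The gamma crystallin genes are close copies of each other, and how far their probes read each other was not measured.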

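*Gje1*, a connexin-family gene, had a log2 signal of 7.22 in Cat- and 5.60 in Cat+, a fold change of 0.326. *Lim2*, an integral membrane protein of fibers, had log2 signals of 10.91 and 9.30, a fold change of 0.328. *Tdrd7*, a Tudor domain protein of RNA granules, had log2 signals of 10.54 and 9.24, a fold change of 0.406. *Hsf4*, the heat shock factor of the lens, had log2 signals of 7.71 and 6.59, a fold change of 0.458. *Bfsp2* is not named by the annotation used here and was not analysed. In a list of fiber cell genes for membrane, cytoskeleton and denucleation, 14 of 18 were measured and 8 had a fold change under 0.5. All 14 were lower in Cat+, down to a difference as small as that of *Cdkn1c* at 0.967. The 8 genes under 0.5 are *Gje1*, *Lim2*, *Tdrd7* and 5 genes of Table 1, all named by the study from these samples. The median of the list was 0.365, below all of its random lists.

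**Figure D1:**
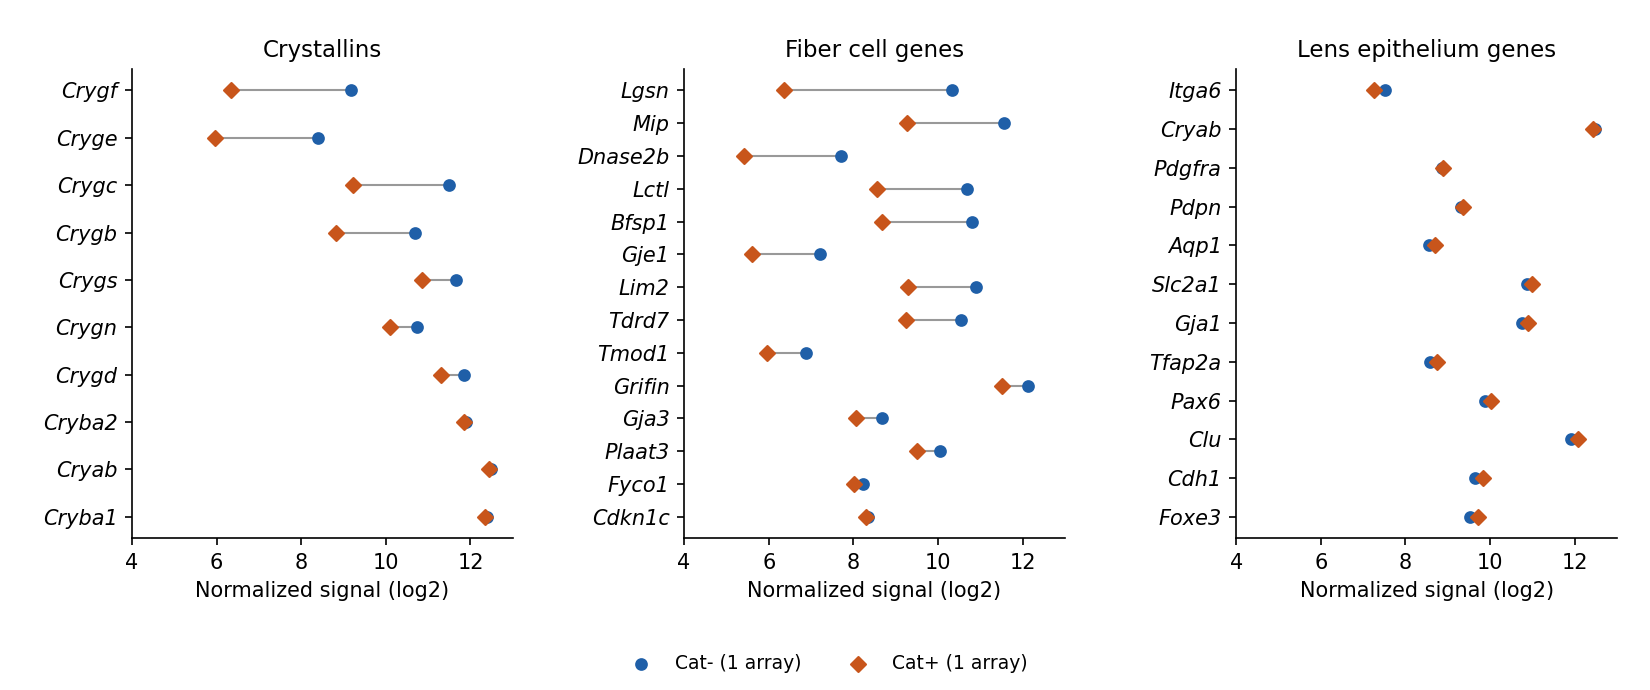
Normalized log2 signal (horizontal axes) of the measured crystallins, fiber cell genes and lens epithelium genes in LECs of 5-week-old SCRs, with 1 array per group. Circles are Cat-, diamonds are Cat+, and a line joins both values of a gene. The Cat+ diamonds lie to the left for all 10 crystallins and all 14 fiber cell genes, by little for *Cryba2*, *Cryab*, *Cryba1* and *Cdkn1c*. They lie to the right for 10 of 12 lens epithelium genes, by at most 0.19 on the log2 scale.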

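*Slfn4*, a member of the Schlafen family that is induced by interferon in myeloid cells, had a log2 signal of 5.89 in Cat- and 6.94 in Cat+, a fold change of 2.08. It was the only gene with a name here among 7 probe sets with a fold change over 2. The other 6, unnamed in the annotation used here, had fold changes from 2.30 to 2.59. Below that size, the highest genes included *Cd68*, a lysosomal glycoprotein of macrophages, at 1.90, *Ifi27*, an interferon-induced gene, at 1.70, and *Plac8* at 1.70. Of 16 measured interferon-stimulated genes, 15 were higher in Cat+ and none passed a fold change of 2. *Irf7*, a transcription factor of the interferon response, was at 1.58, *Ifit1* at 1.48 and *Mx2*, an antiviral GTPase, at 1.41. *Usp18*, which removes Isg15 from proteins, was at 1.54. Of 12 macrophage and leukocyte markers, 11 were higher, among them *Lyz2*, lysozyme, at 1.64 and *C1qb*, a complement component, at 1.47. The medians of both lists were above all of their random lists. Of the 16 interferon-stimulated genes, 4 had a Cat- signal under the median of that array. Among 10 retina markers, 8 were also higher in Cat+. The share of each cell type in the 2 samples was not measured, so these rises cannot be placed in LECs.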

Of the six genes, five genes were unidentified, and the other was Schlafen 4. However, the function of Schlafen 4 in the lens is not clear.

GO analysis revealed 110 downregulations of genes related to lens development, cellular water homeostasis, negative regulation of apoptotic process, etc. in LECs of Cat+ SCR (Table 2).

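*Aqp5*, a water channel of the plasma membrane, had a log2 signal of 6.67 in Cat- and 5.56 in Cat+, a fold change of 0.465. Of 12 aquaporins measured, *Mip* and *Aqp5* were under 0.5. Of the other 10, 8 had a Cat- signal under the median of that array, from 4.80 for *Aqp9* to 5.65 for *Aqp2*, with no detection calls. The remaining *Aqp1* and *Aqp4*, named after their values were seen, were at 1.09 and 1.06, and the median of 1.05 over the whole list rests mostly on the dim genes. Among ion transport genes, *Clic5*, a chloride intracellular channel protein that is also linked to the cytoskeleton, had log2 signals of 9.34 in Cat- and 5.94 in Cat+, a fold change of 0.0943. *Clic3*, of the same family, had log2 signals of 8.86 and 6.92, a fold change of 0.260. *Clic4* and *Clic2* were at 0.693 and 1.18. The 6 genes of that family had a median of 0.831, at percentile 0.52 of their random lists, but *Clic5* and *Clic3* are in Table 1, so this is not independent of the study's choice. *Slc24a2*, a sodium, calcium and potassium exchanger, was at 0.284.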

### 3.3. Validation of Gene Expression Data Using RT-qPCR

The data from the microarray experiment shown above revealed the downregulation of various genes during the progression of cataracts. Therefore, we selected the following four genes: *Dnase2B*, *Mip*, *HspB1*, *γCry*, *Hsf4*, *Lgsn*, and *Tdrd7* that showed significant changes in expression according to the microarray data, and accordingly, we validated these results using RT-qPCR.

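Of these 7 genes, 6 had a fold change under 0.5 on the array when each was read from its own probe set, and *Crygd* did not. *Crygd*, a gamma crystallin of the lens nucleus, had a log2 signal of 11.84 in Cat- and 11.30 in Cat+ (probe set 17865092), a fold change of 0.688. *Cryge*, the neighbouring family member that shares a row with *Crygd* in Table 1, had log2 signals of 8.40 and 5.97 from probe set 17865087, which the annotation used here gives to *Cryge* alone. *Crygc*, by comparison, had log2 signals of 11.50 and 9.22. Saturation of these bright probe sets, and how far gamma crystallin probes read each other, were not measured. The median fold change over the 7 genes was that of *Dnase2b*, and the list was chosen by the study on these samples.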

Data from the RT-qPCR showed that *Dnase2B* and *Mip* mRNA showed a significant downregulation in 5-, 8-, and 10-week-old Cat+ SCRs compared to Cat- SCRs (Figures 3(a) and 3(b)). The expressions of *HspB1*, *Hsf4*, *Lgsn*, and *Tdrd7* mRNA significantly downregulated in 5- and 10-week-old Cat+ SCRs compared to Cat- SCRs (Figures 3(c), 3(e), 3(f), and 3(g)). However, the expression of *CryγD* mRNA was significantly downregulated only in 5-week-old Cat+ SCRs (Figure 3(d)).

## 4. Discussion

In this study, we comprehensively analyzed gene expression changes in the lens depending on the presence or absence of *Lss* deficiency in SCRs of different ages. SCRs with *Lss* deficiency gradually develop cataracts and show mature cataracts at 11 weeks of age. Lens opacity is slightly observed in 5-week-old SCRs with *Lss* mutations. In microarray analysis, 110 genes were downregulated with 0.5-fold change in Cat+ SCR at 5 weeks of age. It is speculated that carrying the Lss mutation alters many gene expressions in the lens and induces lens opacity. In LECs of Cat+ SCRs with Lss mutations, the expressions of many genes reported to be associated with cataract development such as *Dnase2B*, *HspB1*, *γCry*, *Mip*, *Hsf4*, *Tdrd7*, *Lim2*, *Gje1*, *Bfsp1*, *Bfsp2*, and *Lgsn* were downregulated. 

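Of 12 listed genes of the lens epithelium, 10 were higher in Cat+, whereas the measured genes of the fiber cell list were lower. The epithelial rises were small: the largest log2 difference, 0.19, was close to the SD of 0.17 between probe sets of the same gene. *Lenep*, not on that list and named after its value was seen, shares a probe set with *Flad1* that was at 0.415. *Foxe3*, the transcription factor that keeps the epithelium proliferating, had log2 signals of 9.53 in Cat- and 9.72 in Cat+, a fold change of 1.14. *Cdh1*, the epithelial cadherin, and *Clu*, clusterin, were each at 1.13, and *Itga6*, an integrin that binds laminin, was at 0.838. None of the 12 epithelial genes passed the size rule, with a median of 1.10 at percentile 97.3 of the random lists. Of 13 genes of the lens capsule, the basement membrane that the epithelium secretes, 6 were higher and 7 lower, and none passed the size rule. *Col4a2* was at 0.810, *Lama5* at 0.845 and *Nid2* at 1.11, and the list's median of 0.981 lay at percentile 37.6. Among fiber-restricted genes that the study does not name, 5 of 13 listed were measured and all 5 were lower, with none under 0.5. *Tmod1*, which caps actin filaments, was at 0.525, *Crygs* at 0.575, the lens galectin *Grifin* at 0.649 and the fiber connexin *Gja3* at 0.659. The fifth gene, *Cryba2*, named after its value was seen, was at 0.965, a difference smaller than the spread between probe sets of the same gene. Of 10 retina markers, 8 were higher in Cat+, as were 7 of 9 markers of the iris and ciliary body. *Gnat1*, the rod transducin of the retina, had log2 signals of 9.35 and 9.95, a fold change of 1.51, and *Tyrp1*, a pigment cell enzyme of the iris and ciliary body, had 9.80 and 9.99, a fold change of 1.13. After its count of genes with lower expression, the paper speculates that carrying the *Lss* mutation alters the expression of many genes in the lens and brings on opacity.

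**Figure D2:**
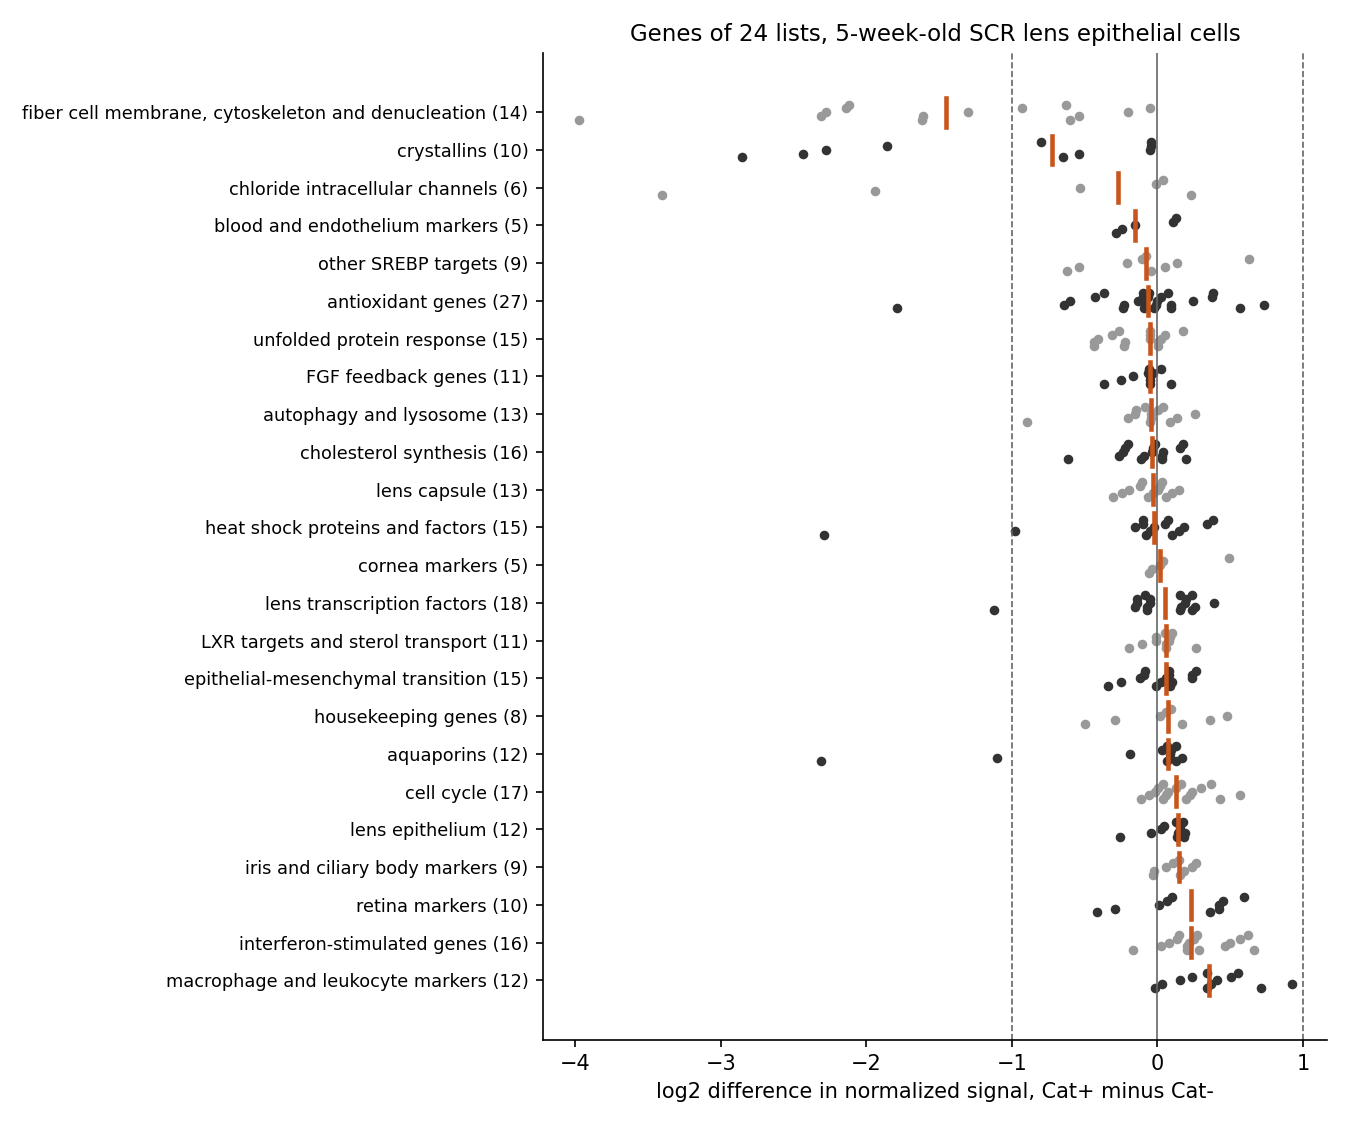
Difference in normalized log2 signal, Cat+ minus Cat- (horizontal axis), for the measured genes of 24 lists, with the number of genes in brackets. Each point is a gene, the shade alternates between lists only to separate them, orange ticks are list medians, and dashed lines mark a fold change of 0.5 and 2. The crystallin and fiber lists lie lowest, and the macrophage list highest.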

In this study, we analyzed *Dnase2B*, *HspB1*, *γCry*, and *Mip* genes using RT-qPCR. We confirmed that expressions of *Dnase2B*, *HspB1*, and *Mip* mRNAs were significantly downregulated in the LECs of Cat+ SCRs with Lss mutation before and after cataract onset. Furthermore, significant downregulation in the expression of *γCry* mRNA was observed in the LECs of Cat+ SCRs with *Lss^s^/Lss^l^* only before the onset of the disease.

In this study, *Hsf4* and *Tdrd7* are the transcription factors (TF) that are found to be reduced in LECs of Cat+ SCR. It has been reported that *Hsf4* mutation causes human congenital and age-related cataracts [28, 29]. Furthermore, the mutations of *Tdrd7* also cause human congenital and age-related cataracts [30, 31]. 

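Among 18 measured of 20 listed transcription factors of lens development, *Hsf4* was the only gene with a fold change under 0.5, and none was over 2. *Gata3* was at 1.31, *Hif1a*, the hypoxia-inducible factor, at 1.20 and *Eya1*, a coactivator of eye development, at 1.18. In that list 9 genes were higher and 9 lower, and the median of 1.04 lay at percentile 82.0 of the random lists. *Tdrd7* was not on that list and was read with the fiber cell genes.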

*Hsf4*- knockout mice (*Hsf4*^−/−^) and *Tdrd7*-homozygous KO mice (*Tdrd7*^−/−^) also cause cataracts [32, 33]. Among 111 genes whose expression was decreased by LECs of Cat+ SCR, genes whose expression was also changed by the lens of *Hsf4*-conditional knockout mice (*Hsf4*-CKO) or *Tdrd7*-homozygous KO mice (*Tdrd7*^−/−^) were analyzed using the iSyTE database (PMID: 29036527 and PMID: 32420594, respectively). 

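*Pbld1* had a log2 signal of 7.68 in Cat- and 6.05 in Cat+, a fold change of 0.324. *Sh3bgr*, a protein with an SH3-binding region rich in glutamic acid, had log2 signals of 7.17 and 5.68, a fold change of 0.356. *Hmox1*, the stress-induced enzyme that breaks down heme, had log2 signals of 7.59 and 5.80, a fold change of 0.289. *Atp8a2* is not named by the annotation used here and was not analysed. Together with *Hspb1*, *Bfsp1*, *Tdrd7* and *Dnase2b*, these made 7 of 7 measured genes under 0.5, in a list the study chose on these samples. Among 15 measured heat shock proteins and factors, *Hspb1* was the only gene under 0.5; *Hsf4*, also under 0.5, was not on that list. *Dnajb1*, a co-chaperone of Hsp70, followed at 0.507, while the heat shock factor *Hsf2* was at 1.30 and the co-chaperone *Dnaja1* at 1.27. That list had a median of 0.983, at percentile 38.0 of the random lists. Levels in *Hsf4* knockout lenses were not analysed here.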

Genes whose expressions were commonly reduced in LEC of Cat+ SCR and the lens of *Hsf4*-cKO were *HspB1*, *Sh3bgr*, *Hmox1*, *Atp8a2*, *Pbld1*, *Bfsp1*, *Tdrd7*, and *Dnase2B* (fold change < 0.5) (Supplement 2). A gene whose expression was commonly reduced in LEC of Cat+ SCR and lenses of *Tdrd7*^−/−^ was *HspB1* (fold change < 0.5). Thus, *HspB1* may induce the reduction of *Hsf4* and/or *Tdrd7* as TF in Cat+ SCR. Reduction of *HspB1*, *Sh3bgr*, *Hmox1*, *Atp8a2*, *Pbld1*, *Bfsp1*, and *Dnase2B* genes may be due to the downstream change by the *Hsf4* regulation in Cat+ SCR.

HspB1 also known as heat shock protein 27 (Hsp27) is a protein that is encoded by the *HspB1* gene in humans. HspB1 is an ATP-independent molecular chaperone with a conserved *α*B-crystalline domain in the C-terminus region [34]. Heat shock proteins (Hsp) play a central role in maintaining cellular homeostasis and altering protein folding, thereby protecting *α*A- and other crystalline proteins [35]. Further investigation of Hsp27 revealed that the protein responds to cellular oxidative and chemical stress conditions other than heat shock [35]. In the presence of oxidative stress, Hsp27 plays a role as an antioxidant, decreasing the ROS by raising levels of intracellular glutathione (GSH) [36, 37]. It has been reported that mutation in *HspB1* and/or *α*B-crystallin is responsible for the development of cataract [38] and is considered as major targets for the development of anticataract drugs [39]. We have previously reported that expression of Prdx6, an antioxidant protein, is decreased resulting in an increase in ROS in the LECs of Cat+ SCRs [7]. Thus, low activity of Lss may be involved in the decreased expression of antioxidant genes, causing oxidative stress and inducing cataracts in SCRs.

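*Prdx6*, the peroxiredoxin that reduces phospholipid peroxides, had a log2 signal of 9.31 in Cat- and 9.25 in Cat+, a fold change of 0.960. The decrease that the paper cites for Prdx6 comes from its authors' earlier report and not from these arrays, which do not test it. Of 27 measured antioxidant genes, 18 were lower and 9 higher in Cat+, and *Hmox1* was the only gene under 0.5. *Gss*, the glutathione synthetase, was at 0.641 and *Gpx1*, a glutathione peroxidase, at 0.661. *Mt1*, a metal-binding metallothionein, was at 1.66 by its brighter probe set and at 0.822 by a dimmer probe set. The median of the list was 0.958, at percentile 11.7 of the random lists.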

In mice, DNase II-like acid DNase (*DLAD*; *Dnase2B*) has been identified as a DNA-degrading enzyme that functions during lens enucleation [25]. Since the optimum pH for DLAD is acidic, it was suggested that the nucleus could be engulfed by lysosomes through autophagy and denucleated by the action of DLAD [25]. The lens consists of LECs and differentiated lens fiber cells. In the process of fiber differentiation, intracellular structures such as the nucleus, mitochondria, and endoplasmic reticulum disappear and the lens becomes transparent. In the process of enucleation, the DNA that encodes the genetic information is degraded. For this enucleation process, DLAD plays an important role. In *Dlad* knockout mice, the eye lens seemed to have developed normally; however, undegraded DNA was observed in the lens fiber that contributed to lens opacity. Thus, DLAD is necessary to maintain lens transparency and normal fiber differentiation. *Lss* mutation downregulates the expression of *Dlad* (*Dnase2B*), which could be attributed to cataract development in SCRs.

MIP is a lens fiber major intrinsic protein, also known as Aquaporin 0, which is a water channel in lens fiber cells, facilitating the movement of water, gap junction channels, and solute transporters [40]. MIP plays a crucial role in regulating the osmolarity and homeostasis of the lens and stabilizing cell junctions in the lens nucleus. Currently, 12 mutations in *MIP* have been linked to autosomal-dominant cataracts in humans [26]. The decreased expression of *Mip* in LEC of Cat+ SCRs may disrupt cellular water homeostasis and induce lens fiber swelling and vacuole formation observed in SCR lenses.

The nuclear region of the eye lens is particularly rich in the *γ*Cry protein, which is necessary to maintain structural and functional properties in the lens. *γCry* mRNA was downregulated in the LECs of Cat+ SCRs before the onset of lens opacity compared to Cat- rats. However, there was no significant change in expression of this gene after the onset of cataracts. It is not clear why *γCry* mRNA expression did not decrease in cataractous lenses in SCRs. Further studies are required to understand this phenomenon.

Sterol, such as cholesterol in animals, is a compound that is important as a biosynthetic raw material for steroid hormones, vitamin D, and bile acids, in addition to its role in regulating membrane fluidity as a component of eukaryotic biological membranes [41]. Cholesterol synthesis is carried out through a process of approximately 30 enzymatic reactions using acetyl-CoA as a starting substrate. Lanosterol is the first sterol in the cholesterol synthesis pathway and LSS is an essential rate-limiting enzyme that functions as a downstream element in the lanosterol biosynthetic pathway, catalysing the cyclization of the linear 2,3-monoepoxysqualene to cyclic lanosterol [42]. Congenital cataracts with homozygous and heterozygous *Lss* mutations have been reported to affect the catalysing functions of Lss [18, 19]. Furthermore, the polymorphism rs2968 of the *Lss* gene was associated with nuclear type of age-related cataract (ARC) risk in the Chinese population [43]. Consequently, it has been reported that the mRNA expression of *Lss* was significantly lower in LECs of all subtypes of the ARC group than the control group [43]. Epidemiological studies have shown that individuals receiving statins, which are cholesterol synthesis inhibitors, have an increased risk of being diagnosed with cataracts [44, 45]. Previous studies have reported that Lss might play a significant role in oxidative stress and maintenance of lens transparency [46]. These results indicate that Lss deficiency may be a risk factor of ARC. Additionally, it has also been reported that lanosterol plays a preventive role in cataract formation, inhibiting lens opacity and reversing crystalline aggregation [18]. Additionally, intravitreal injection of lanosterol nanoparticles has been reported to rescue the early stage of lens damage in SCRs [8]. Thus, synthesis of cholesterol by LSS is important to maintain lens transparency.

## 5. Conclusions

In conclusion, our study demonstrated that *Lss* mutations in SCRs result in reduction of Hsf4 and Tdrd7 inducing the downregulation of several genes associated with maintaining lens transparency and identified their relationship with cholesterol deficiency. Cholesterol and Lss in lenses may be important to maintain normal lens homeostasis such as lens fiber differentiation, oxidative and heat stresses, and regulation of lens osmolarity to maintain lens transparency.

## Figures and Tables

**Figure 1:**
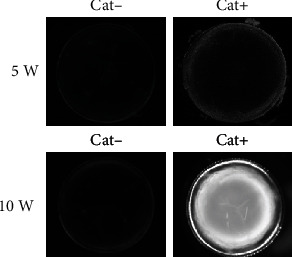
Observation of lens in 5- and 10-week-old Cat- and Cat+ SCRs. Lenses were extracted from 5- and 10-week-old SCRs and placed on glass bottom dishes containing Medium 199 (Thermo Fisher Scientific). Photographs of the lens were acquired and recorded with a stereo microscope.

**Figure 2:**
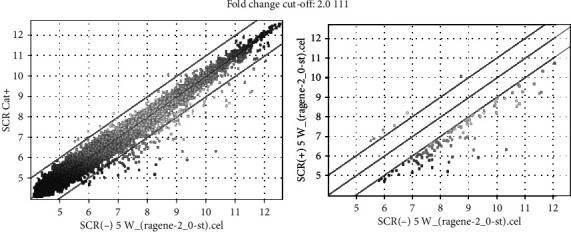
Analysis of gene expression profile. The scatter plots show a representative experiment using lens cDNAs from the Cat- and Cat+ SCRs at 5 weeks. Horizontal and vertical axes represent normal and experimentally generated signals on a logarithmic scale. The *x*-axis represents the log2 fold change, and the dark vertical lines represent cut-offs at 2-fold decrease and increase.

**Figure 3:**
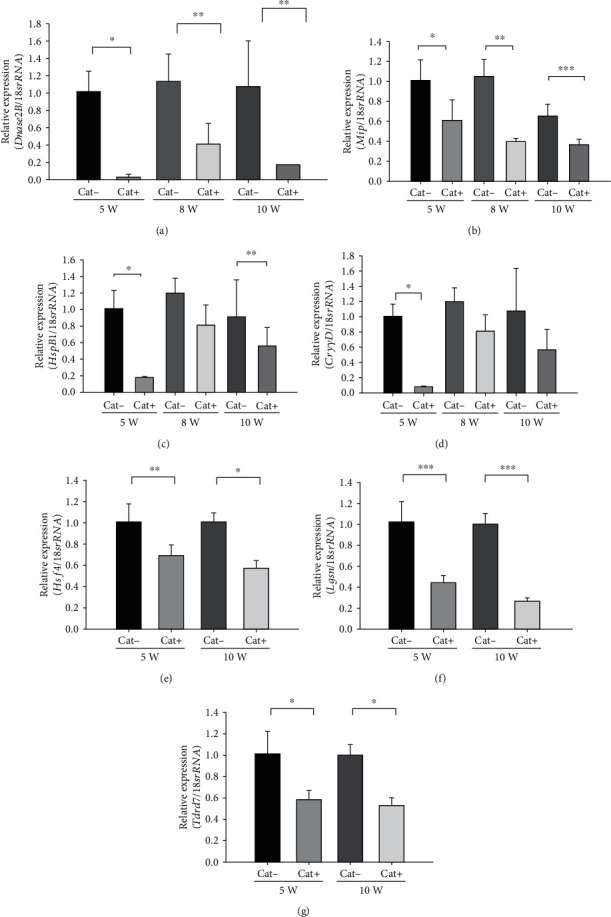
Expressions of *Dnase2B*, *Mip*, *HspB1*, *CryγD*, *Hsf4*, *Lgsn*, and *Tdrd7* mRNA in LECs from Cat- SCR and Cat+ SCR at 5, 8, and 10 weeks of age or 5 and 10 weeks of age. (a) Expression of *Dnase2B* mRNA: ^∗^*p* < 0.02, ^∗∗^*p* < 0.04. (b) Expression of *Mip* mRNA: ^∗^*p* < 0.02, ^∗∗∗^*p* < 0.001, ^∗∗^*p* < 0.04. (c) Expression of *HspB1* mRNA: ^∗^*p* < 0.02, ^∗∗^*p* < 0.04. (d) Expression of *CryγD* mRNA: ^∗^*p* < 0.02, ^∗∗∗^*p* < 0.001, ^∗∗^*p* < 0.04. (e) Expression of *Hsf4* mRNA: ^∗^*p* < 0.02, ^∗∗^*p* < 0.04. (f) Expression of *Lgsn* mRNA: ^∗∗∗^*p* < 0.001. (g) expression of *Tdrd7* mRNA: ^∗^*p* < 0.02. Data are expressed as the mean ± standard deviation (*n* = 3).

**Table 1:** Lists of top 20 genes which are <0.5 downregulated in LECs in 5-week-old Cat+ SCR compared to Cat- SCR.

Gene symbol	Gene description	FC
Lgsn	Lens protein with glutamine synthetase domain	0.064
Clic5	Chloride intracellular channel 5	0.094
Snhg11	Small nucleolar RNA host gene 11	0.124
Crygf	Crystallin, gammaF	0.138
Srd5a2	Steriod-5-alpha-reductase, alpha polypeptide 2	0.165
Cryge| Crygd	Crystallin, gamma E| crystallin, gamma D	0.185
Mip	Major intrinsic protein of lens	0.202
HspB1	Heat shock protein B1	0.204
Crygc	Crystallin, gamma C	0.206
Dnase2B	Deoxyribonuclease II beta	0.207
Lctl	Lactase-like	0.227
Bfsp1	Beaded filament structural protein 1, filensin	0.231
Clic3	Chloride intracellular channel 3	0.260
Fam89a	Family with sequence similarity 89, member 7A	0.272
Cbln2	Cerebellin 2 precursor	0.273
Mall	Mal, T-cell differentiation protein-like	0.281
Wnt7a	Wingless-type MMTV integration site family, member 7A	0.284
Slc24a2	Solute carrier family 24 member 3	0.284
Hmox1	Heme oxygenase 1	0.289
Lpin1	Lipin1	0.302

**Table 2:** GO analysis that showed changes of smaller than 0.5-fold in LECs from 5-week-old SCR Cat+ compared to SCR Cat-.

GO accession	GO term	*p* value
GO:000208	Lens development in camera-type eye	6.18*E*-06
GO:007030	Lens fiber cell development	5.05*E*-04
GO:0034220	Ion transmembrane transport	0.003999
GO:0007601	Visual perception	0.005318
GO:0001654	Eye development	0.005798
GO:0043010	Camera-type eye development	0.021266
GO:0008104	Protein localization	0.030793
GO:0015793	Glycerol transport	0.041241
GO:0009992	Cellular water homeostasis	0.044906
GO:0043627	Response to estrogen	0.051878
GO:0006833	Water transport	0.063030
GO:0009966	Regulation of signal transduction	0.073742
GO:0043066	Negative regulation of apoptotic process	0.078634
GO:0010976	Positive regulation of neuron projection development	0.083444
GO:2001234	Negative regulation of apoptotic signaling pathway	0.091330

## Data Availability

All data generated or analyzed during this study are included in this published article. More details are available from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

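Gene expression in lens epithelial cells of 5-week-old Shumiya cataract rats was measured on the GeneChip Rat Gene 2.0 ST array, with 1 array for the Cat- sample and 1 for the Cat+ sample, each from the RNA of 2 eyes. The authors deposited normalized log2 values for 29870 probe sets in these 2 samples. The methods name division of each gene's measurement by a specific control or by the average intensity of the array, with selection in GeneSpring; the background correction and the summarization of probes are not given in the sources used here. That the values are on the log2 scale was read from their range and from the axes of Figure 2, and fold changes computed on that scale lay within 0.001 of the paper's for the 19 rows of Table 1 that could be compared, with the row that joins *Cryge* and *Crygd* set against the probe set of *Cryge*. The probe set of *Crygd* had a fold change of 0.688, outside that tolerance. Both columns have near-equal quantiles and are not centred per gene.

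From these values, the log2 difference Cat+ minus Cat- and its ratio were computed for each probe set, with no further normalization and no filter. The size rule was the study's, a ratio under 0.5 or over 2. With 1 array per condition no test was run, and precision is limited by the number of arrays. Probe sets were named from the platform's annotation: 18511 name 1 gene, 575 several and 10784 are unnamed there, and 18394 of the single-gene probe sets matched an Entrez gene of the RefSeq table for GRCr8, with 0 changed symbols. A gene with more than 1 probe set took the brighter. Probe sets that name several genes were left out of counts of genes. No coordinates are given, since the array files name no genome build.

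Before the data were examined, 30 gene lists were fixed, 5 of them made of genes the study names and 25 others: crystallins, fiber cell genes, fiber-restricted genes the study does not name, lens epithelium, lens transcription factors, lens capsule, cholesterol synthesis, other SREBP targets, LXR targets and sterol transport, heat shock proteins and factors, the unfolded protein response, antioxidant genes, aquaporins, chloride intracellular channels, autophagy and lysosome, cell cycle, epithelial-mesenchymal transition, FGF feedback genes, interferon-stimulated genes, markers of macrophages and leukocytes, of blood and endothelium, of retina, of iris and ciliary body and of cornea, and housekeeping genes. The paper's Table 1 had been read by then. Each list's median was ranked among 10000 random lists of the same size, drawn from genes in the same of 20 bins of mean log2 signal. The genes named are those the study names, the 15 lowest and 10 highest genes whose brighter sample reached the median of that array, up to 4 members of each list with the largest differences, and housekeeping genes; genes outside this rule are said to have been chosen after their values were seen, apart from *Cryba1* and *Cryba2* in a figure caption and members that only mark the end of a range.

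The alternatives were centring on the median of all probe sets, quantile normalization, a loess curve on the mean signal with a span of 0.3, filters at the median and at the 20th percentile of signal, a floor at the 20th percentile, the mean or the most different probe set per gene, probe sets of several genes counted for each, and thresholds of 1.5-fold and 3-fold. The selection by ratio was tested on simulated data built on the 29870 probe sets for Cat+ over Cat-. It returned 100 of 100 probe sets made 4-fold lower, 54 of 100 made 2-fold lower, which lie on the threshold, and 0 of 29670 unchanged probe sets. The noise in that simulation was normal, with the robust spread of the log2 differences between these 2 arrays at each signal level, so it holds no spread between animals and gives no rate of false calls among the 104 probe sets. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 were used. RT-qPCR and lens images were not analysed here.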

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

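The rule that picked the gene lists below, a median within the highest 2.5% of the random lists among lists the paper does not discuss, was set after their values were seen, and so was the test of the fiber genes against other genes of the same signal. Chance alone puts that share of random lists past it, and the genes of a list are not independent. The interferon-stimulated genes had a median fold change of 1.18 in Cat+ over Cat-, above all 10000 random lists. The macrophage and leukocyte markers had a median of 1.28, also above all of theirs, and *C1qc* was at 1.42. The retina markers had a median of 1.17 at percentile 99.97, with *Sag* at 1.37, *Pde6b* at 1.34 and, named after its value was seen, *Opn1sw* at 0.751. The iris and ciliary body markers had a median of 1.11 at percentile 97.8, with *Tyr* at 1.20 and *Mlana* at 1.18. Since the share of each cell type in the 2 samples was not measured, a rise in these lists cannot be placed in LECs. The cell cycle genes had a median of 1.09 at percentile 99.3, with *Top2a* at 1.48 and *Mki67* at 1.35, and that median is the brighter probe set of *Mcm3*, named after its values were seen, whose other probe set was at 0.915.

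The lower signal of lens fiber genes in the Cat+ sample was weighed against array scaling, noise and less fiber cell material. The median log2 difference of all probe sets, 0.0063, decides nothing on array scaling, since it follows from the normalization of each array. Relative to 4510 other genes in the same signal bins, the 14 fiber cell genes had a median log2 difference of -1.46. The size of that gap cannot be used, since 8 of the 14 are genes the study picked on these arrays. The 6 others ran from -0.93 for *Tmod1* to -0.05 for *Cdkn1c*. Scaling tied to signal would move the 4510 other genes as well. Their median difference was 0.0063 as a mean over bins, in which opposite shifts of different bins could cancel, so it decides nothing. A loess curve on the mean signal, 1 of the 9 alternatives, takes out shifts tied to signal. Across these alternatives the median fold change of the fiber cell genes stayed between 0.360 and 0.374, which argues against scaling of that kind. Noise of probe sets dim in Cat- is argued against. Of the probe sets under 0.5, 0% had a Cat- value under the median of that array. In that range 5221 had room for such a fold change above the lowest Cat+ value. Of all 14935 probe sets there, 2 were over 2, a direction the floor does not limit. A probe set under 0.5 has its higher value in Cat- by definition, and some were dim in Cat+. *Snhg11* at 5.23 and *Mall* at 5.17 lay under the Cat+ median of 5.69. Noise in such dim Cat+ values and noise at higher signal were not measured, for lack of replicates. Less fiber cell material in the Cat+ sample cannot be told apart from lower expression in cells of the Cat+ genotype, because each condition has 1 array, the share of fiber cells was not measured, and the fiber-restricted genes the study does not name, with a median log2 difference of -0.62 between the bounds of -1 and -0.5 set beforehand, are 5 genes left after those the study picked for low values were taken out, which made the lower bound hard to reach. Fold changes of the fiber cell genes ran from 0.0636 to 0.967. That range does not decide the question either. How much of each gene the epithelium expresses, saturation of bright probe sets and background of dim ones were not measured.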

How the results depend on the processing

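All alternatives were set before the data were examined. With normalization, filters, floor and probe choice changed, probe sets under 0.5 numbered 102 to 105 and those over 2 numbered 7 to 8, while genes under 0.5 numbered 54 to 62 and genes over 2 stayed at 1. All 270 comparisons of the 30 list medians, and 3019 of 3021 comparisons of 338 single genes, stayed on the same side of 0.5 and 2 and within 1.5 times of the main ratio, and 0 reversed. Most of these could not move, since a filter, floor or probe choice leaves a bright gene with 1 probe set as it is: the value itself changed in 104 list comparisons and 1025 gene comparisons. The exceptions, genes named after their values were seen, were *Dner* at 0.501 and *Mfge8* at 0.507 under quantile normalization, from 0.489 and 0.499. These counts moved by more than 1.5 times only under the other thresholds. At 1.5-fold, 303 probe sets and 180 genes were lower and 141 probe sets and 37 genes higher. At 3-fold, 28 probe sets and 25 genes were lower and 0 probe sets and 0 genes higher. With 1 array per condition, no array could be left out in turn, and these alternatives do not measure the spread between animals. The table has no detection calls, so the fold change of a gene whose dimmer signal lies near the lowest values, 4.13 on the log2 scale, has no check against background, and neither has that of a gene near the highest values a check for saturation.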

Differences from the paper's values

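The array ratios here and the paper's RT-qPCR come from different assays and samples, so a difference between them is not a difference in the handling of the same values; the RT-qPCR levels are the paper's, relative to Cat- at 5 weeks and read by eye. For *Dnase2b* the paper's level is about 0.03 in Fig. 3(a), and the array ratio was 0.207. For *Mip* the paper's level is about 0.61 in Fig. 3(b), and the array ratio was 0.202. For *Crygd* the paper's level is about 0.08 in Fig. 3(d), and the array ratio was 0.688. For *Lgsn* the paper's level is about 0.44 in Fig. 3(f), and the array ratio was 0.0636. None of the 9 alternatives to normalization, filter, floor and probe choice, set before the data were examined, brought these 4 ratios within the paper's. Only the changes of normalization could move them, since filters, floor and probe choice leave a bright gene with 1 probe set as it is. For *Hsf4* the paper's level is about 0.69 in Fig. 3(e), and the array ratio was 0.458. Quantile normalization, at 0.463, and loess normalization, at 0.461, fell within 1.5 times of that level and the other 7 did not. That split has no weight, since 0.458 and 0.461 lie on either side of the bound and the level was read by eye. *Hspb1* at 0.204 and *Tdrd7* at 0.406 did not differ by the same rule. All 7 genes are lower in Cat+ in both assays.

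The paper counts 110 genes under 0.5 in its results, 111 in its discussion and 6 over 2. Here 104 probe sets were under 0.5 and 7 over 2 at the same thresholds, and their sum of 111 matches the number printed in Figure 2. The fold changes over 2 ran from 2.08 to 2.59, and the paper gives 2.1 to 2.5. The paper gives 28407 genes on the array, and the table used here has 29870 probe sets. The paper's list of 20 lowest genes leaves out *Crygb*, which at 0.276 lies below 5 genes that the list includes. The paper places *Crygd* with *Cryge* in that list; the *Cryge* probe set had 0.185 and the *Crygd* probe set 0.688. The paper groups *Hsf4* and *Tdrd7* as reduced transcription factors, and both were under 0.5 here.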

Other observations

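Sterol genes, which the paper ties to cataract through *Lss* but does not report from the array, stayed within the size rule. Of 16 measured genes of cholesterol synthesis, 10 were lower and 6 higher in Cat+, none passed the size rule, and the median fold change of 0.977 lay at percentile 33.9 of the random lists. *Dhcr7*, which makes the last step to cholesterol, was lowest at 0.654, with *Idi1* at 0.834. Among 9 other targets of SREBP, the median was 0.946 at percentile 19.7. *Me1*, malic enzyme, was at 0.651 and *Insig1*, which retains SREBP in the endoplasmic reticulum, at 0.687, while *Scd*, a fatty acid desaturase, was at 1.54. The 11 genes of LXR signalling and sterol transport had a median of 1.04 at percentile 83.5, with *Mylip*, which targets the LDL receptor for degradation, at 1.20 and *Nr1h3* at 0.873.

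No member of the next lists passed the size rule either. The unfolded protein response had a median of 0.964 at percentile 21.5 over 15 genes, and its lowest members were *Asns* at 0.738, *Atf4* at 0.739 and *Atf3* at 0.754. Autophagy and lysosome genes had a median of 0.969 at percentile 24.4 over 13 genes, with the autophagosome protein *Gabarapl1* at 0.538 and the protease *Ctsl* at 1.20. Genes of epithelial-mesenchymal transition had a median of 1.04 at percentile 86.2 over 15 genes, with *Fn1*, fibronectin, at 0.791 and *Postn*, periostin, at 1.20. FGF feedback genes had a median of 0.964 at percentile 29.6 over 11 genes, with the receptor *Fgfr3* at 0.774 and *Spry1* at 0.840. *Spry3*, a Sprouty gene that was not on that list and is named after its value was seen, was at 0.341. Blood and endothelium markers had a median of 0.899 at percentile 5.2 over 5 genes, with *Emcn* at 0.822. Cornea markers had a median of 1.01 at percentile 61.5 over 5 genes, with *Lum*, lumican, at 1.41. The 8 housekeeping genes had a median of 1.05 at percentile 80.2, from *Rplp0* to *B2m* at 1.40.

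The remaining lists the study named had medians under 0.5 for Table 1 (0.229), for the other cataract genes (0.365), for genes shared with *Hsf4* knockout lenses (0.289) and for the RT-qPCR genes (0.207), and 0.964 for its other named genes, all chosen on these samples or named from earlier work. The fiber-restricted genes had a median of 0.649 at percentile 0.015. In 1 stretch of 11 neighbouring probe set numbers that are unnamed in the annotation used here, found after the values were seen, 9 had a fold change under 0.5, from 0.255 to 0.446. Among the 10 highest named genes, the microRNA genes *Mir292* and *Mir328* were at 1.81 and 1.76 and the olfactory receptor *Or10a49* at 1.79. The Cat- signals of *Mir292* and *Or10a49*, 5.29 and 5.58, lay under the median of that array, with no detection calls. *Ifgga2l1* was at 1.75 and *Fancd2osl1* at 1.65.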
